A study of Homo sapiens with 6 samples.

How the data were processed

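The data were 6 RNA-seq libraries of Kelly cells, an established human neuroblastoma line that the labels describe as MYCN-amplified. Cells were transfected for 72 hours with a control siRNA (siControl, 3 libraries) or with an siRNA against METTL3 (siMETTL3, 3 libraries). Per the labels' protocols, total RNA was extracted, poly(A) RNA was selected from it, and cDNA libraries were prepared. The groups and the replicate numbers were taken from the sample titles.

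The deposited values were raw read counts per gene, one table of 19923 protein-coding genes per library. Per the file headers, the authors made these counts with featureCounts v1.5.3 and a GENCODE release 33 annotation named as protein-only. The aligner is not recorded in the labels or in the headers. Per the file headers, the counted feature was the gene, so a count covers the whole gene span, introns included. A read over several genes was counted for each of them, no strand option was set, and no option to count read pairs as fragments was set. Counts of overlapping genes, of 6603 genes (33.1%) in the table, can therefore share reads, and reads of unspliced RNA contribute to each count. The tables pair no gene with an identifier other than its symbol. Coordinates are those of the tables (GRCh38, 1-based); all 18961 spans that could be compared overlapped the GRCh38 gene of the same symbol in GENCODE release 44, which was the reference used here.

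Total counts ranged from 15430000 (siControl replicate 3) to 21565013 (siMETTL3 replicate 2). No row was blank or a total, and no libraries of a group matched within sampling noise: the chi-square per degree of freedom between libraries of one group ranged from 3.05 to 16.1, where sampling noise alone gives about 1.

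Genes were filtered with edgeR's filterByExpr, which kept 15311 genes, and scaled by the trimmed mean of M-values (TMM). The comparison of siMETTL3 with siControl used edgeR 4.0.16 in R 4.3.3, with robust dispersion estimates and the quasi-likelihood F-test (glmQLFit and glmQLFTest, both with all 6 libraries and no covariate). Adjusted p-values (FDR) are Benjamini-Hochberg values over all 15311 genes, with a threshold of 0.05, and every FDR of a single gene in the text comes from this test unless another is named. The standard error (SE) of a log2 fold change is the absolute log2 fold change divided by the square root of its F statistic. CPM values are counts relative to the TMM-scaled library size, computed here, and are given as mean ± SD over 3 libraries. The sum over olfactory receptor genes alone is relative to the total counts.

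The design, the alternatives, and 9 gene lists written from general knowledge of the field were fixed before the data were examined. Lists were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 9 lists. METTL3 was left out of every list. A pair of listed symbols, RIGI and PHB1, were found under the older names DDX58 and PHB. The genes named in the text follow a rule that was also fixed: METTL3, METTL14, WTAP and MYCN whatever their result; the 5 genes in each direction with the largest log2 fold change among those past the threshold, with an average log2 CPM of at least 3 and no overlap between the groups; and up to 3 members of each list with the smallest FDR past the threshold. Some genes that the rule gives are not reported here.

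The fit was tested on simulated data with the real libraries' sizes and means, in which 200 genes were changed. Over 10 simulated draws of siMETTL3 against siControl (15109 genes), edgeR called 88.2% of the genes changed 2-fold. False calls made up 6.75% of its calls on average with gene-wise dispersions, and between 3.63% and 11.1% in single draws, somewhat above the nominal share. With trended dispersions the average was 4.72%. The single draw that was run first gave 11.1%, above the limit of 10% that had been set for it. The criterion was then changed from 1 draw to the mean of 10 draws, with the first draw kept among them. The simulated list that had been lowered was called in all 10 draws, and 0 of 80 unchanged lists were. The genes were simulated independently of each other, so this does not test camera on lists of correlated genes.

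The alternatives were other scalings (RLE, upper quartile, total count), no filter or a filter of at least 10 counts in every library, DESeq2 1.42.0, limma-voom, dispersion estimates without the robust option, the replicate number as a block, each library left out in turn, and, for the lists, fry and camera with an estimated correlation. After the data had been seen, 4 more were added: an offset for GC content and transcript length without and with the block, an offset for intron length, and a fit on genes that overlap no other gene of the table (METTL3 kept). A change of pseudocount and a filter on normalised values had been planned only in case the tables held normalised values, and were not run. Transcript features came from the canonical transcript in GENCODE release 44, found for 96.3% of the tested genes.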

Results

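Gene expression was measured by RNA-seq of poly(A) RNA from Kelly cells 72 hours after transfection of a control siRNA or an siRNA against METTL3. METTL3 is the catalytic subunit of the complex that writes N6-methyladenosine (m6A), a modification of adenosines in mRNA. The design holds 1 comparison, siMETTL3 against siControl, with 3 libraries in each group, and addresses how depletion of METTL3 changes the transcriptome of neuroblastoma cells. The siControl libraries held 21526555, 20060778 and 15430000 counts, and the siMETTL3 libraries held 20463129, 21565013 and 20374737. Between 17132 and 17476 of the 19923 genes had at least 1 count. The 10 most abundant genes took between 2.12% and 2.41% of the counts of a library. All 13 mitochondrial genes in the tables had 0 counts in every library.

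The libraries separated by group. The first principal component of the log2 CPM values held 60.8% of the variance. It placed the siControl libraries between -37.0 and -18.0 and the siMETTL3 libraries between 25.6 and 27.4. Across genes, the correlation of log2 CPM was 0.993 to 0.994 between siMETTL3 libraries and 0.986 to 0.992 between siControl libraries. It was 0.973 to 0.983 between libraries of different groups. The siControl libraries were thus more spread than the siMETTL3 libraries, and siControl replicate 3, the shallowest library, lay farthest out.

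METTL3, the targeted gene (chromosome 14, 21498133 to 21511342, minus strand), was examined first. Its raw counts were 1154, 1055 and 847 in the siControl libraries and 679, 692 and 705 in the siMETTL3 libraries. Normalised expression fell from 54.2 ± 1.80 CPM (SD, n = 3) to 33.04 ± 1.27 CPM (SD, n = 3). The log2 fold change was -0.71 with an SE of 0.070, so that 61.0% of the control level remained (edgeR quasi-likelihood test, FDR 4.68e-06). The log2 fold change lay between -0.74 and -0.69 when each library was left out in turn. The count covers introns as well as exons, and 7.90% of the METTL3 span overlaps TOX4, which was itself slightly lower (log2 fold change -0.20, FDR 0.043). How many METTL3 counts come from the overlap was not measured.

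Of the other subunits of the m6A writer complex that were named beforehand, METTL14 (chromosome 4, 118685392 to 118715433) fell from 41.6 ± 1.16 to 35.2 ± 2.10 CPM. Its log2 fold change was -0.24 with an SE of 0.074 (edgeR FDR 0.0215), and it was no longer past the threshold without siMETTL3 replicate 2 (FDR 0.0981) or without siMETTL3 replicate 3 (FDR 0.0635). Over all alternatives the FDR of METTL14 went from 0.0163 to 0.0981. WTAP (chromosome 6, 159725585 to 159756319), whose span overlaps SOD2, was not past the threshold (log2 fold change 0.10, edgeR FDR 0.163). It was measured at 99.9 ± 3.05 CPM in siControl and at 107.3 ± 2.37 CPM in siMETTL3. Every siMETTL3 library lay above every siControl library. With an offset for GC content and transcript length, WTAP passed the threshold (log2 fold change 0.16, edgeR FDR 0.0122, against a range of 0.0122 to 0.360 over all alternatives). This offset was added after the data had been seen.

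MYCN (chromosome 2, 15940550 to 15947007) was the gene with the most counts in all 3 siMETTL3 libraries and in siControl replicates 1 and 2. It rose from 3021 ± 134 to 4638 ± 169 CPM, a log2 fold change of 0.62 with an SE of 0.061 (edgeR FDR 5.17e-06).

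**Figure D1:**
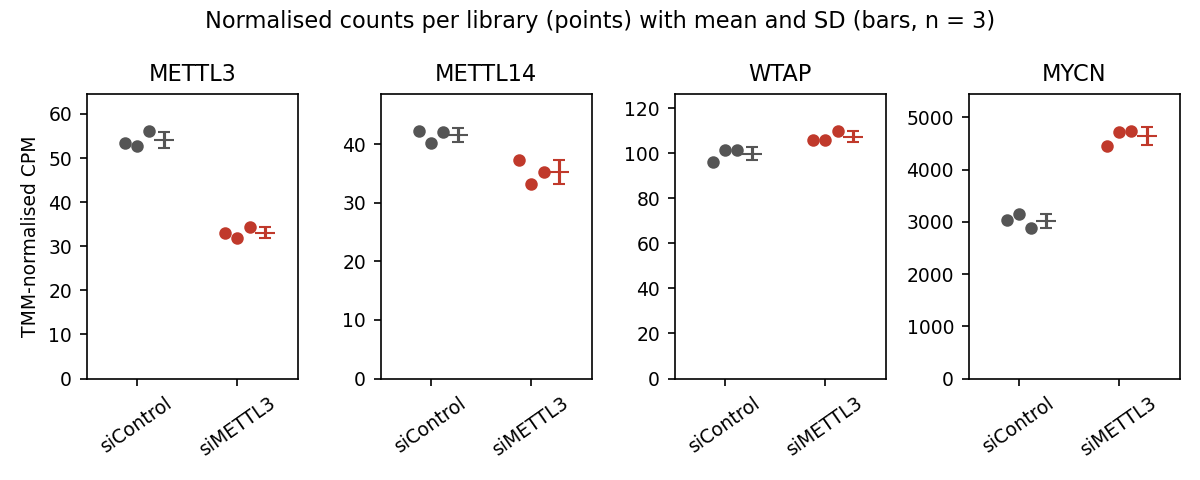
TMM-normalised CPM (y axis, starting at 0) of 4 genes named beforehand in the siControl and siMETTL3 libraries; points are single libraries and bars are the mean and SD of 3. METTL3 falls from 54.2 to 33.04 CPM and MYCN rises from 3021 to 4638 CPM, while the WTAP groups lie close together.

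Across the transcriptome, 5786 of 15311 tested genes (37.8%) differed at an FDR under 0.05 in edgeR's quasi-likelihood test. Of these, 2849 were higher and 2937 were lower in siMETTL3. The changes were mostly small, with a median absolute log2 fold change of 0.39 among the called genes. At least 2-fold changes were less even: 420 genes were higher and 93 were lower. In 49.9% of all tested genes the 3 values of one group lay entirely above the 3 values of the other, where chance alone gives 10%. The median log2 fold change of all tested genes was -0.0021. Among the fits that tested all genes without a replicate block, the count moved most when siMETTL3 replicate 1 was left out, to 4210 genes. With all 6 libraries it moved most with an offset for GC content and transcript length, to 6312 genes.

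The 5 largest rises among genes that met the naming rule were those of CRH, ACKR3, SH3TC2, TKTL1 and STC1. CRH (chromosome 8, 66176376 to 66178464), which encodes corticotropin-releasing hormone, rose from 4.51 ± 1.22 to 61.3 ± 3.42 CPM, a log2 fold change of 3.75 with an SE of 0.13 (edgeR FDR 7.74e-10). ACKR3 rose from 2.37 ± 0.756 to 22.2 ± 1.98 CPM, with a log2 fold change of 3.19 (edgeR FDR 2.10e-08). The log2 fold changes of SH3TC2, TKTL1 and STC1 were 2.95, 2.79 and 2.77. The TKTL1 span overlaps TEX28. The 5 largest falls were those of PCDH7, CHAC1, FAT4, PLK2 and PHLDA3. PCDH7, a protocadherin gene, fell from 120 ± 21.7 to 34.5 ± 3.02 CPM, a log2 fold change of -1.80 (edgeR FDR 3.06e-06). CHAC1 fell from 16.9 ± 1.32 to 4.85 ± 1.23 CPM, also with a log2 fold change of -1.80 (edgeR FDR 2.00e-06). FAT4, PLK2 and PHLDA3 had log2 fold changes of -1.55, -1.51 and -1.47.

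**Figure D2:**
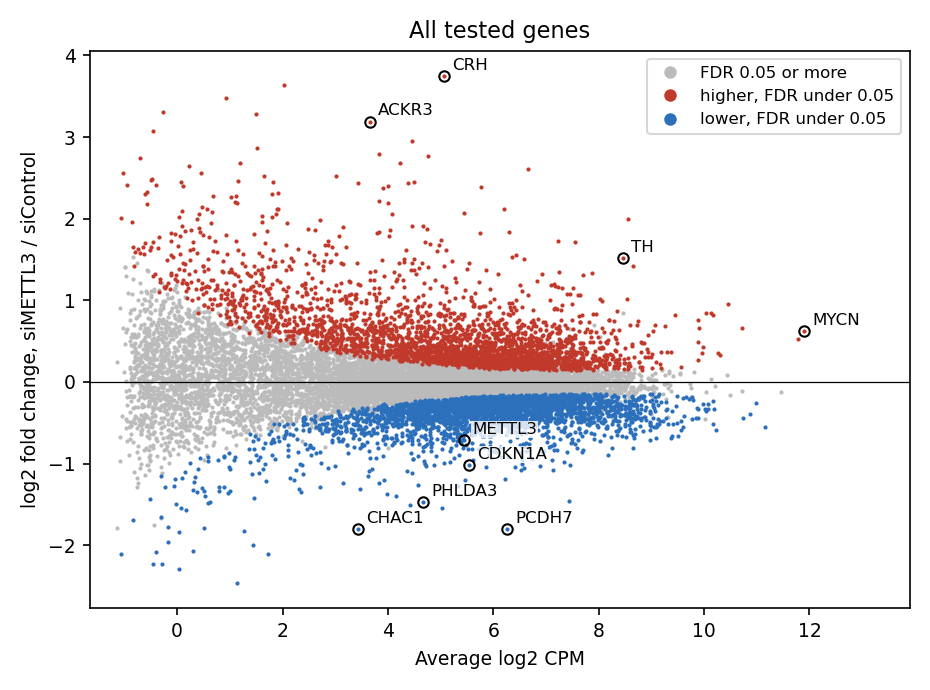
Log2 fold change of siMETTL3 over siControl (y axis) against average log2 CPM (x axis) for the 15311 tested genes; red points are higher and blue points lower at an FDR under 0.05, and circles mark named genes. The rises extend to a log2 fold change of 3.75 and the falls to -2.46, and 420 rises against 93 falls were at least 2-fold.

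The series title names neuroblastoma differentiation and tumour growth, and the fixed gene lists covered both. The list of neuronal differentiation genes showed no shift as a set. Its 37 tested members had a median log2 fold change of -0.0071 (camera FDR 0.767). Single members nevertheless changed in both directions, with 14 higher and 11 lower at an FDR under 0.05 over all genes. The total was 25 over all genes and 26 when adjusted over the list alone. GAP43 rose from 125 ± 0.845 to 262 ± 8.59 CPM (log2 fold change 1.07, edgeR FDR 1.28e-08). DCX and DPYSL3 fell, with log2 fold changes of -0.80 and -0.67.

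The list of noradrenergic identity genes, which mark the sympathetic neuron-like state of neuroblastoma, was shifted upward, with a median log2 fold change of 0.24 over 23 genes (camera FDR 8.82e-05). Of these, 16 were higher and 7 were lower, and 14 were past the threshold both over all genes and adjusted over the list alone. TH, which encodes tyrosine hydroxylase, rose from 182 ± 24.9 to 520 ± 37.4 CPM (log2 fold change 1.52, edgeR FDR 1.89e-07), and SLC18A2, whose span overlaps PDZD8, rose from 112 ± 7.15 to 238 ± 3.88 CPM (log2 fold change 1.08). ISL1 went the other way, from 103 ± 6.13 to 45.5 ± 3.50 CPM (log2 fold change -1.18, edgeR FDR 6.06e-08). The list of mesenchymal identity genes showed no shift as a set (27 genes, median log2 fold change -0.019, camera FDR 0.767). It held 11 called genes, both over all genes and adjusted over the list alone. Among these, FN1 and NOTCH3 fell (log2 fold changes -0.93 and -0.97) and SPARC rose (0.77).

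The proliferation list was lower, with a median log2 fold change of -0.19 over 42 genes (camera FDR 0.00136). There were 28 lower and 14 higher members, and 28 were past the threshold over all genes against 29 adjusted over the list alone. Of those past it over all genes, 22 were lower and 6 were higher, so the list did not fall uniformly. MKI67, given here outside the naming rule, was among the higher ones (log2 fold change 0.35, edgeR FDR 0.00444). PCNA fell from 157 ± 9.86 to 100 ± 5.54 CPM (log2 fold change -0.64, edgeR FDR 6.16e-06). MCM4 and MCM7 fell by 0.55 and 0.50 on the log2 scale, with MCM7 overlapping AP4M1. The list of MYC targets was lower as well (38 genes, median log2 fold change -0.18, camera FDR 0.000431), with 34 of its members lower; 22 were past the threshold over all genes and 24 adjusted over the list alone. CDK4 (log2 fold change -0.61) and PA2G4 (-0.39), which both overlap other genes, fell, and LDHA rose (0.42, edgeR FDR 6.67e-05). As many as 5 of the 10 possible splits of the 6 libraries into 3 and 3, the real one included, gave a camera p-value as small for the MYC target list.

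The largest shift of a list was that of the p53 targets. Its 30 genes had a median log2 fold change of -0.65 (camera FDR 8.43e-18), and 28 of them were lower. Past the threshold were 23 over all genes and 25 adjusted over the list alone. CDKN1A (chromosome 6, 36676460 to 36687339) fell from 62.1 ± 1.66 to 30.7 ± 1.23 CPM (log2 fold change -1.02 with an SE of 0.068, edgeR FDR 1.66e-07). ZMAT3 fell from 215 ± 9.15 to 109 ± 4.96 CPM (log2 fold change -0.98), and TP53INP1, whose span overlaps NDUFAF6, fell from 56.9 ± 1.93 to 23.5 ± 0.787 CPM (log2 fold change -1.27). The list of unfolded protein and amino acid stress genes was lower too, with a median log2 fold change of -0.31 over 31 genes (camera FDR 1.15e-12). Of its members 27 were lower; 20 were past the threshold over all genes and 24 adjusted over the list alone. ATF4 (chromosome 22, 39519695 to 39522685) fell from 268 ± 3.65 to 150 ± 5.28 CPM (log2 fold change -0.84, edgeR FDR 1.17e-07, and -0.68 with an offset for intron length). ASNS and PHGDH had log2 fold changes of -1.03 and -0.90.

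The remaining lists were not past the threshold in camera. The 20 m6A writers, erasers and readers other than METTL3 had a median log2 fold change of 0.10 (camera FDR 0.606). Of these, 9 were past the threshold over all genes and 11 adjusted over the list alone, all with absolute log2 fold changes of at most 0.45 in CBLL1. VIRMA and FTO, whose span overlaps RPGRIP1L, rose by 0.23 and 0.19 on the log2 scale. VIRMA was not past the threshold without siMETTL3 replicate 3 (edgeR FDR 0.0805) or, with all 6 libraries, with an offset for intron length (edgeR FDR 0.0543). FTO was not past it without siControl replicate 2, siMETTL3 replicate 1 or siMETTL3 replicate 3 (edgeR FDR 0.0634, 0.0878 and 0.0590). With all 6 libraries it was not past it with the offset for GC content and transcript length (edgeR FDR 0.0515) or for intron length (edgeR FDR 0.0752). Over all alternatives the FDR went from 0.00394 to 0.0805 for VIRMA and from 0.00534 to 0.0878 for FTO. Of 40 interferon response genes, 22 were expressed highly enough to be tested (median log2 fold change 0.19, camera FDR 0.606). Of these, 6 were past the threshold both over all genes and adjusted over the list alone. OAS3 (log2 fold change 0.69) and IFI6 (0.76) rose from low levels of 6.04 and 2.26 CPM. IFI6 was not past the threshold without siMETTL3 replicate 1 (edgeR FDR 0.0591, against a range of 0.00583 to 0.0591 over all alternatives). The calls of the p53 target list and of the stress list held with an estimated inter-gene correlation in camera (FDR 0.00495 and 0.0223), and those of the noradrenergic, proliferation and MYC target lists did not (FDR 0.154, 0.154 and 0.359). All 5 held under fry, which also called the m6A list (FDR 0.00589).

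**Figure D3:**
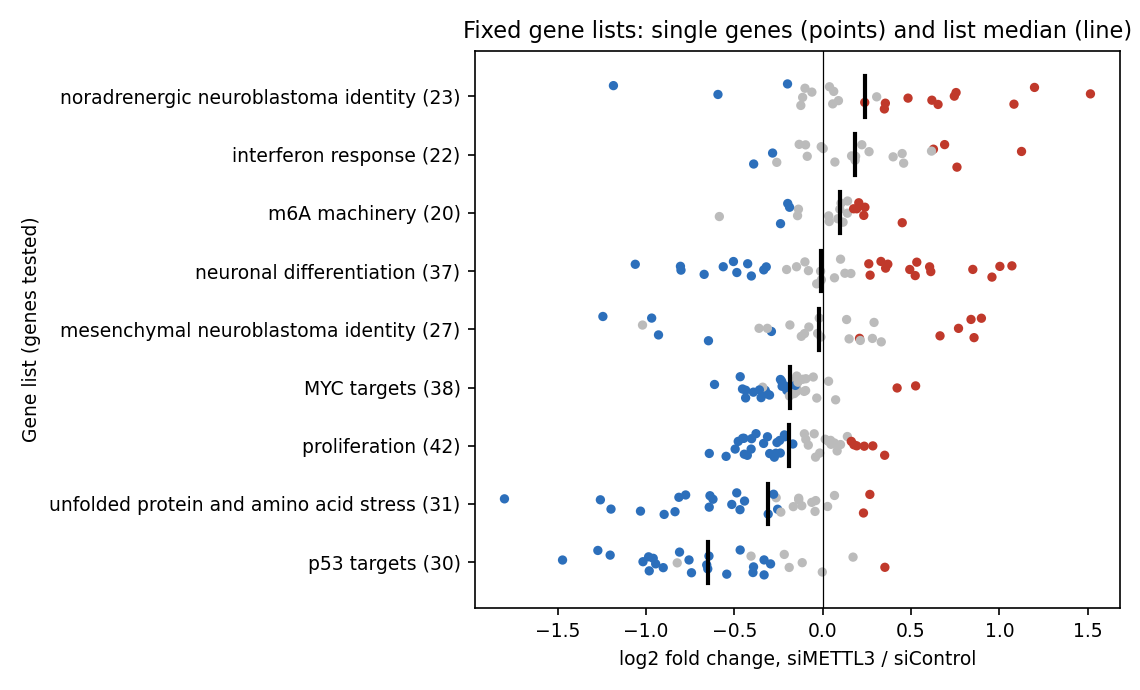
Log2 fold change of siMETTL3 over siControl (x axis) for the tested members of the 9 fixed gene lists (rows); points are genes, red and blue where higher or lower at an FDR under 0.05, and black lines are list medians. The p53 target list has the lowest median, -0.65, with 28 of 30 genes to the left of 0, and the neuronal differentiation list is spread on both sides.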

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

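The offsets for GC content, transcript length and intron length, and the fit on genes without overlaps, were chosen after the data had been seen; the other alternatives were not. METTL3 was lower and past the threshold under every alternative that was run. Across the 6 fits that each left out one library, its log2 fold change went from -0.74 to -0.69; it was -0.67 with the intron length offset.

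The counts of called genes moved beyond 1.5 times in 1 setting. On the genes that overlap no other gene of the table, 1852 genes were higher and 1898 were lower. This follows from the smaller set, since 9518 genes were tested there and 39.4% of them were called, against 37.8% of all tested genes. Across the fits that each left out one library, the number of higher genes went from 2091 (without siMETTL3 replicate 1) to 3178 (without siControl replicate 1), and that of lower genes from 2119 to 3216. The at least 2-fold changes went from 356 to 484 higher and from 80 to 126 lower. DESeq2 called 5367 genes, of which 5302 were among the 5786 of edgeR, all with the same sign. The scaling changed little: the median log2 fold change shifted by at most 0.023 (total counts), and the share of higher genes among the calls went from 49.2% with TMM to 53.9% with total counts.

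With camera's estimated inter-gene correlation, the list of noradrenergic genes (median log2 fold change 0.24, FDR 0.154), the proliferation list (-0.19, FDR 0.154) and the MYC target list (-0.18, FDR 0.359) were no longer past the threshold. These were the highest FDR values of the 3 lists over all alternatives; the lowest were 1.01e-08, 0.000127 and 1.59e-05. The medians are the same as before. The estimated correlations of the 3 lists, in the same order, were 0.105, 0.0392 and 0.192, all above the preset 0.01. For the p53 list the estimate was -0.0318, and its FDR rose as well, from 8.43e-18 to 0.00495. A higher correlation is thus not the whole cause of such rises, and the rest was not tested. Under fry the list of m6A machinery genes passed (median 0.10, FDR 0.00589, up to 0.822 under the other alternatives). The neuronal differentiation list changed the direction of its shift relative to other genes in 2 settings, with a median of -0.028 (GC and length offset with the replicate block) and of -0.034 (genes without overlaps). It was past the threshold in neither, and the cause was not tested.

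Leaving out each library in turn, the list medians covered these ranges. The p53 targets went from -0.66 to -0.56, the stress list from -0.34 to -0.30, the noradrenergic list from 0.15 to 0.28, the proliferation list from -0.20 to -0.16, and the MYC targets from -0.22 to -0.16. These 5 lists were past the threshold in every such fit. The intron length offset moved the stress list further, to -0.21, and the p53 targets to -0.55, both still past the threshold (camera FDR 1.46e-10 and 1.77e-17). The m6A machinery went from 0.079 to 0.12, the interferon list from 0.12 to 0.28, the neuronal list from -0.030 to 0.073 and the mesenchymal list from -0.056 to 0.17. The last 2 each changed direction in 1 fit, the neuronal list without siControl replicate 1 (0.031) and the mesenchymal list without siControl replicate 3 (0.17). They were past the threshold in none. The direction of a list is that of camera, relative to the other genes, and can differ from the sign of its median.

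Beside these, 41 genes given by the naming rule were followed. A change of pseudocount and a filter on normalised values were not run, because the tables hold counts. Outside the fits that left out a library, 4 of their 524 values became weaker and 3 stronger. In the fits that left out a library, 7 of 246 became weaker. None of the 41 changed sign.

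Whether the replicate numbers pair the libraries stays open. The correlation of deviations from the group means was 0.040, 0.049 and 0.067 for libraries with the same number. For libraries with different numbers it was lower throughout, from -0.064 to 0.026. All of these values lay under 0.1, the threshold set for pairing, so any pairing is weak. With the replicate number as a block, 6166 genes were called, of which 5733 were among the 5786, METTL3 had a log2 fold change of -0.71, and no list and none of the 41 genes changed its call.

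The real split gave the largest result of the 10 splits of the 6 libraries, so 1 of 10, for METTL3, for both counts of called genes, for both counts of at least 2-fold changes, and for the p53, stress, noradrenergic and proliferation lists. The other 9 splits called 0 genes each, with 70 to 425 genes at an unadjusted p under 0.05. Each of those splits keeps 2 libraries of a group together, so part of a difference between the groups stays in it. In those 9 splits, camera at the preset correlation still gave the p53 list p-values from 8.16e-06 to 0.00113. The real split gave 9.36e-19. Because these splits keep part of the group difference, they do not show what camera gives for this list without one. A result as large came from 5 of the 10 splits for the MYC targets, 6 for the m6A machinery, 6 for the interferon list, 8 for the neuronal list and 8 for the mesenchymal list. With 3 libraries against 3 the share cannot fall under 0.1, so this count alone cannot exclude chance. Depth limits the low genes most: 4612 of 19923 genes had too few counts to be tested, 18 interferon response genes among them.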

Other observations

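The offsets for GC content, transcript length and intron length were chosen after the data had been seen. The test of base composition was changed after its result was seen, to set aside the word that overlaps the lowest 3′ UTR word. The tests of graded sites and of splits for that word, and of pairs of libraries for intron length, were written before their own results but after the pattern they bear on. The readings of the MYCN neighbours, of the METTL3 overlap, and of the graded sites and base composition for that word were changed after their values were seen, to leave the explanation open.

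Genes of the p53 target list were lower in siMETTL3 with a median log2 fold change of -0.65. A trend with GC content and transcript length does not account for this, since the median was -0.58 with an offset for both (camera FDR 1.79e-18, against a range of 6.00e-21 to 0.00495 over all alternatives). The same offset left the stress list at -0.35, the noradrenergic list at 0.18, the proliferation list at -0.17 and the MYC target list at -0.19, all past the threshold. The offset for intron length moved the p53 list to -0.55, the stress list to -0.21, the noradrenergic list to 0.25, the proliferation list to -0.16 and the MYC target list to -0.16, also all past the threshold. The design holds no untransfected cells. Whether the list fell because of METTL3 depletion or may have been raised in the siControl cells by the control siRNA stays open and was not tested.

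MYCN rose while the MYC target list fell. More genomic DNA in the siMETTL3 libraries is argued against by the 383 olfactory receptor genes, whose summed CPM, here relative to the total counts without TMM scaling, differed by -2.57 on average between siMETTL3 and siControl. That difference rests on siControl replicate 3, at 29.9 CPM, with the other 5 libraries between 19.3 and 21.7 CPM; no siMETTL3 library lay above all siControl libraries. The 4 well expressed genes within 2 Mb of MYCN (NBAS, DDX1, SMC6 and GEN1) had a median log2 fold change of -0.022, against 0.62 for MYCN. A higher copy number of the MYCN region cannot be told apart from higher expression by this, because the extent of the amplified region was not analysed here.

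METTL3 kept 61.0% of its control level. Reads shared with the overlapping TOX4 cannot be told apart from its own: the overlap is 7.90% of its span, but a share of the span does not bound the share of reads, and reads in the overlap were not measured. Intronic reads, which an siRNA acting in the cytoplasm may leave in place, also stay open; exonic and intronic counts are summed in the tables.

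A further hypothesis was that transcripts with long internal exons, which tend to carry more m6A, would be higher after METTL3 depletion. The raw trend went that way: across 13654 genes the Spearman correlation of the log2 fold change with the longest internal exon was 0.098, and the median log2 fold change went from -0.046 in the 1366 genes with the shortest such exons to 0.067 in the 1366 genes with the longest. Genes are not independent replicates. With transcript length, GC content, gene span and expression taken out, the partial rank correlation was -0.013, and 6 of the 10 splits of the libraries gave one as large in size. The hypothesis was therefore not borne out with these features taken out. Transcript length contains the longest internal exon, so taking it out can also remove part of such a trend. Levels of m6A were not measured, and the hypothesis is not excluded.

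Intron length showed a stronger relation. Across 14742 genes, the partial rank correlation of the log2 fold change with intron length was 0.28, with transcript length, GC content, number of exons and expression taken out. Each of the 9 pairs of a siControl and a siMETTL3 library gave a positive value, from 0.22 to 0.30. Variation between libraries alone is argued against, since pairs of libraries of one group reached at most 0.169 in size (siControl replicates 1 and 2). More intronic reads in siMETTL3 is a candidate explanation that would give this value, and so would higher expression of genes with long introns; counts over whole gene spans do not separate them. With an offset for intron length, 5661 genes were called, and 4984 of the 5786 calls were kept.

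Off-target effects of the siRNA through its seed were looked for in 3′ UTRs, without using the siRNA sequence. Of 16006 words of 7 bases, tested over 14527 genes with length and base composition taken out, the word most associated with lower expression was GATTGAA (z -6.84, in 1438 genes), followed by the overlapping AGATTGA (z -5.73). Both occur in the METTL3 transcript, but so do 11.3% of the tested words, so the first place alone is weak evidence. The threshold for words was an absolute z of 4.66, from a Bonferroni adjustment over all tested words. Although this is strict, 10 words passed it for lower and 57 for higher expression, so passing it does not single out a seed word. With composition taken out, the median log2 fold change was -0.076 in 586 genes with AGATTGAA, the 8-base site that joins both words, -0.034 in 1772 genes with a 7-base part but not the 8-base site, and -0.0098 in 11557 genes with neither. The difference between the 8-base site and the 7-base parts was -0.042. Both words were chosen as the lowest on the same genes and fold changes, which favours such a difference, so it does not decide for a seed site. The 8-base site has 0 copies in the METTL3 transcript, where each 7-base word occurs 1 time, so an siRNA fully matched to that transcript would not pair with the whole 8-base site. It could still pair with a 7-base part inside that site, so the missing 8-base copy does not decide against a seed site. Base composition cannot be told apart from a seed site either. The lowest z among 208 other orders of the same letters, with AGATTGA set aside, was -4.65, but the choice of the lowest word fixed that the others would lie above it. Of the 10 splits of the libraries, 1 gave a z as large in size, the real one, on which the word was chosen. A METTL3 siRNA whose seed matches 1 of the 7-base words may lower genes with it, and this stays an untested hypothesis here. The shift is small beside the changes of the named genes.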
